A study of Mus musculus with 4 samples. Its data were reported in "Liver group 2 innate lymphoid cells regulate blood glucose levels through IL-13 signaling and suppression of gluconeogenesis" (2022).

How the data were processed

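Group 2 innate lymphoid cells (ILC2s), which are lymphocytes without antigen receptors that release type 2 cytokines, were sorted from the livers and lungs of wild-type BALB/c mice injected on each of 5 days with PBS (control) or with recombinant IL-33 (rIL-33, 0.5 µg), and were profiled by droplet-based single-cell RNA sequencing of transcript 3' ends. The 4 libraries formed 4 groups of 1 library each: rIL-33 liver, rIL-33 lung, PBS liver and PBS lung. The groups were taken from the labels.

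The files used here were a pair of marker tables that the authors made from all 4 libraries together. Reads were aligned by the authors with Cell Ranger to the mouse genome build mm10, doublets and dead cells were removed by flow cytometry, immune cells with few detected genes were excluded, the counts of each cell were scaled to a common total and log transformed, and cells were clustered in Seurat. A computational doublet caller was not described for these cells, and none could be run here on tables without cells. The first table, called the cell type table here, compared each of 21 named cell types with all other cells. The second, called the ILC2 subcluster table, compared each of 10 subclusters of the cells kept as ILC2s, numbered from 0, with all other ILC2s. The deposited log2 fold changes compare the average normalized expression of a cluster with that of all other cells. The deposited p-values come from the authors' Wilcoxon test over cells with a Bonferroni adjustment. The other deposited columns give the share of cells with a value above 0 for the gene, inside the cluster and in all other cells, to 3 decimals. The Seurat assay behind each table was not stated.

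A row of a table is called a listing here: 1 gene in 1 cluster. The listings held no negative log2 fold change, the smallest was 0.25 in both tables, and the largest raw p-value in the authors' deposited tables was 0.0095 in the first table and 0.0096 in the second. In every listing at least 25.0% of the cells on one side had the gene. A gene that was not listed for a cluster was lower there, unchanged, too rare, or not tested, and a missing listing alone does not separate these cases. The tables held 0 further columns of numbers and no value per library, so neither treatment nor organ was compared, and the tables gave neither depth nor a number of cells. Solved sizes are therefore given as percentages, and values of the smallest subclusters rest on few cells. Cells are not replicates, so the deposited p-values served only as a filter and no p-value was computed.

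The sizes of the clusters were solved from the shares of cells. For each gene, the share in all other cells plus the cluster size times the difference between both shares equals the share in all cells, whichever cluster lists the gene. Sizes were fitted by least squares over genes listed for at least 2 clusters, with no constraint on their sum, and their errors came from 1000 bootstrap draws of genes. The fit was tested on simulated data with known sizes and the same listings. The largest error was 0.0680 percentage points over 1679 simulated genes for the cell type table and 0.0478 percentage points over 2629 simulated genes for the ILC2 subcluster table.

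Gene lists were written before the data were examined, from known markers and from genes the study followed. They covered genes related to GATA3, the AP-1 family, Runx genes, dissociation stress, interferon response, B cells, T cells, NK cells and ILC1s, myeloid cells, proliferation, ILC2 core genes, hepatocytes and lung epithelium. The 13 lists were not independent of these libraries, because the study chose several members from them, and 7 genes were in more than 1 list. The number of list genes listed for a subcluster was set against 10000 random lists of the same size, matched on how many subclusters listed each gene. A list was tested when at least 3 of its genes were listed, and was taken as standing apart when it exceeded at least 99% of random lists. AP-1 family genes were compared with *Il13* by counting their listings in the subclusters that listed *Il13*, against random lists matched in the same way. A co-listing count reached by at most 5% of random lists was taken as low, a limit set after the listings were seen. The overlap of each subcluster list with each cell type list was set against random lists from the genes in both tables, matched on the share of cells outside the cluster in 5 bins. On simulated data over 2629 genes, 100% of 100 lists with 6 of 9 genes planted in 1 subcluster exceeded 99% of random lists there, against 0.400% of tests of random lists. Of 100 lists of 7 genes never listed with *Il13*, 100% were taken as low, against 5.00% of random lists.

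Most genes named followed a rule fixed before the data were examined: every GATA3-related, AP-1 family and Runx gene; the 3 genes of each subcluster and the 1 gene of each cell type with the largest log2 fold change among those with the authors' adjusted p-value under 0.05; and up to 8 members of another list where it exceeded 99% of random lists. Not all genes that this rule selects are reported here. The genes *Cd3e*, *Cd3d*, *Cd3g*, *Trbc1*, *Trbc2*, *Ms4a1*, *Jchain*, *Impa2*, *Prelid1*, *Psmb8*, *Psmb9*, *Sec61b* and *Sec61g* fell outside the rule and were chosen after their values were seen. Alternatives were a log2 fold change of at least 0.5, an adjusted p-value under 0.05, a share of cells at least 10 percentage points above that of the other cells, other random lists, AP-1 lists without each gene in turn, and, for the sizes, genes listed for at least 3 clusters, sizes summing to 1 and least absolute deviations. Positions are from GENCODE vM21 on GRCm38, the assembly of mm10; the authors' annotation version was not stated. Of the symbols, 1678 of 1679 in the cell type table and 2612 of 2629 in the ILC2 subcluster table were in that annotation, and 2 symbols of the second table had become dates. Closely related genes such as *Hspa1a* and *Hspa1b* can share reads, and their values are uncertain. The computations used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and Matplotlib 3.10.9.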

Results

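To characterize ILC2s of the liver and lung after rIL-33 treatment, the study sequenced single cells from 4 libraries, with 1 library in each group of organ and treatment. The values analysed here were lists of genes higher in a cluster of cells than in all other cells, made by the authors from the 4 libraries together. No value was split by library, so differences between rIL-33 and PBS or between liver and lung were not analysed here. There was no replicate behind any value, and depth was unknown.

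The cell type table held 4422 listings of 1679 genes in 21 cell types, and 1045 of these genes were listed for at least 2 types. The ILC2 subcluster table held 3745 listings of 2629 genes in 10 subclusters, and 768 genes were listed for at least 2 subclusters. The alternative that moved the second count most, a log2 fold change of at least 0.5, left 1182 listings. The authors' adjusted p-value was 0.05 or more in 278 listings of the first table and 529 of the second. Division of the adjusted by the raw p-value gave 2000 throughout the first table, the number of features that its Bonferroni adjustment counted. In the second the median was 14354 and the range was 14257 to 14466. *Junb*, *Jund*, *Batf*, *Runx1* and *Runx3*, which were on no cell type list, were therefore not shown to be unchanged between cell types.

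The size of each cluster, as a percentage of the cells of its table, was solved from the shares of cells. The solved sizes summed to 100.1% ± 0.0998 (bootstrap SE) in the cell type table and to 100.2% ± 0.108 in the ILC2 subcluster table. Residuals had a root mean square of 0.000233 and 0.000204, below the SD of 0.000289 that rounding to 3 decimals gives. The type named ILC2 made up 43.2% ± 0.0103 of the cells and ILC2_2 made up 1.78% ± 0.0147, together 45.0%. The next largest were gdT_TypeI at 11.7% ± 0.0257, the type spelled Prolifelation cell at 6.23% ± 0.0068 and gdT_Naive at 6.08% ± 0.0179. The 5 types named gdT summed to 22.0%. Among ILC2s, subcluster 0 was the largest at 27.3% ± 0.0278, followed by subcluster 1 at 20.1% ± 0.0146, subcluster 2 at 18.3% ± 0.0209, subcluster 3 at 14.9% ± 0.0309 and subcluster 4 at 9.23% ± 0.0108. Subclusters 5 and 6 held 3.87% ± 0.0091 and 3.72% ± 0.0205. Subclusters 7, 8 and 9 held 1.42% ± 0.0143, 0.668% ± 0.0182 and 0.611% ± 0.0205. These errors cover the choice of genes and rounding, not variation between animals.

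**Figure D1:**
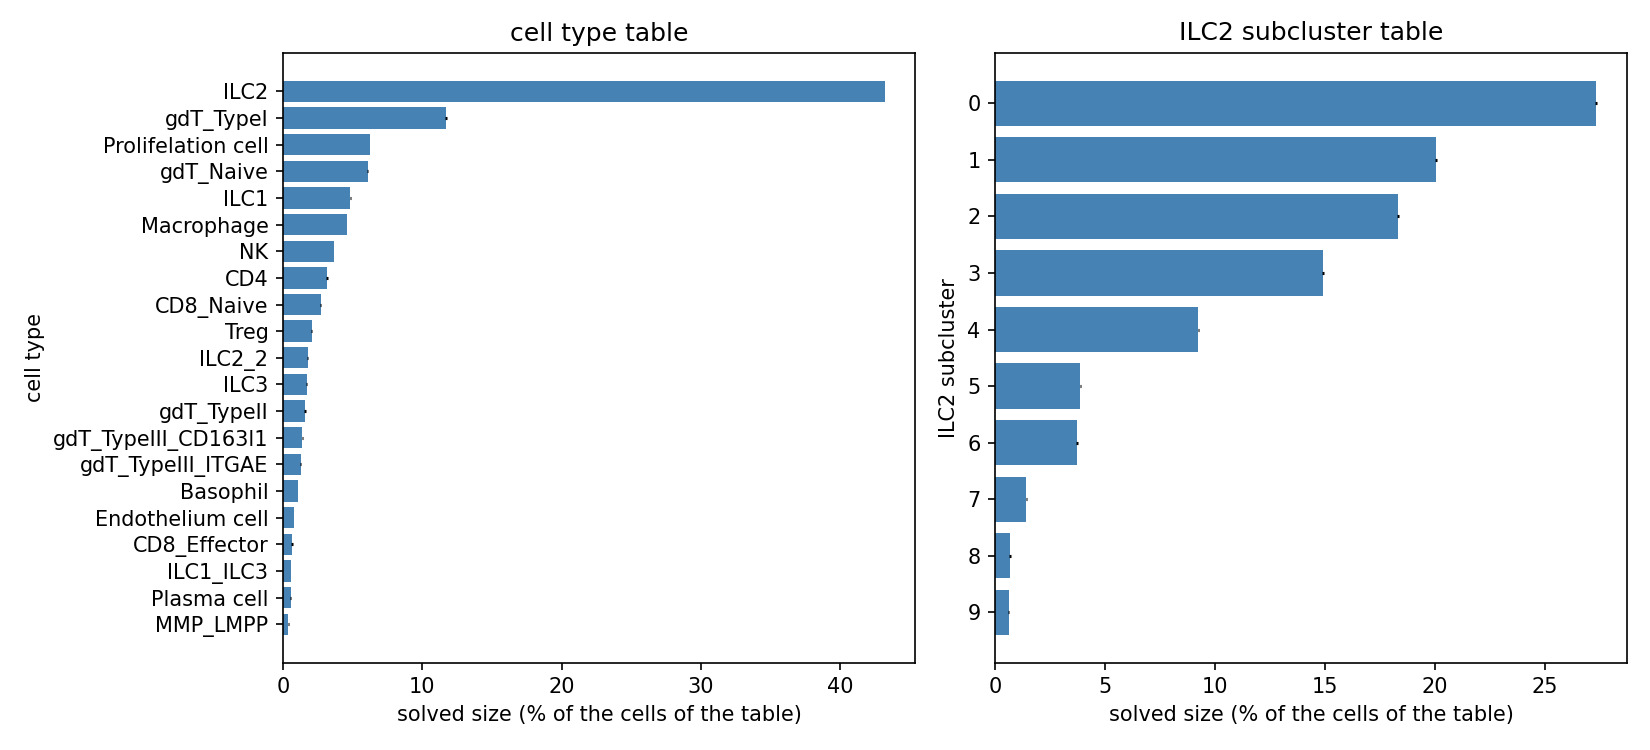
Sizes of the clusters solved from the shares of cells, as a percentage of the cells of each table; bars are the solved sizes and error bars are 95% bootstrap intervals. ILC2 was the largest cell type at 43.2% and subcluster 0 the largest subcluster at 27.3%.

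The study asked whether effector genes downstream of GATA3 differ between ILC2 subclusters. *Il13* (GRCm38 chromosome 11, 53631324 to 53634702, minus strand, protein-coding) was listed for subclusters 1, 2, 4, 7 and 8 in the authors' deposited table. Its log2 fold change there was 1.37 in subcluster 8, 1.32 in subcluster 7, 0.70 in subcluster 1, 0.56 in subcluster 4 and 0.49 in subcluster 2, by the authors' deposited table. In the authors' deposited table *Il13* was found in 69.7% of the cells of subcluster 8 against 36.8% of the other ILC2s, and in 60.5% against 36.6% for subcluster 7. Subclusters that listed *Il13* together held 49.7% of the ILC2s. *Il5* (chromosome 11, 53720794 to 53725106, plus strand) was listed in the authors' deposited table for subclusters 7 and 9, with log2 fold changes of 1.10 and 0.38. The listing of *Il5* for subcluster 9 had an adjusted p-value above 0.05 in the authors' deposited table.

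*Areg* (chromosome 5, 91139599 to 91148432, plus strand) was listed for subclusters 3, 7 and 8, with log2 fold changes of 1.32, 1.97 and 1.18 in the authors' deposited table. Subcluster 8 did not pass an adjusted p-value of 0.05 for *Areg* there. *Arg1* (chromosome 10, 24915221 to 24927484, minus strand) was listed in the authors' deposited table for subclusters 2, 6 and 9, with log2 fold changes of 0.45, 0.70 and 1.05. For *Gata3* (chromosome 2, 9857078 to 9890034, minus strand) the authors' deposited table listed subclusters 0 and 3, with log2 fold changes of 0.39 and 0.53. *Gata3* was found in 93.6% of the cells of subcluster 0 against 89.9% of the others, by the authors' deposited table. *Il1rl1* (chromosome 1, 40429570 to 40465415, plus strand) was listed for the same 2 subclusters in the authors' deposited table, at 0.61 and 0.63. No subcluster listed both *Gata3* and *Il13*. *Gzma* was listed for subcluster 4 alone, with a log2 fold change of 1.53 in the authors' deposited table. *Ctla4* was listed for subclusters 1, 2, 4, 6 and 8, with its highest log2 fold change of 1.28 in subcluster 8, in the authors' deposited table.

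**Figure D2:**
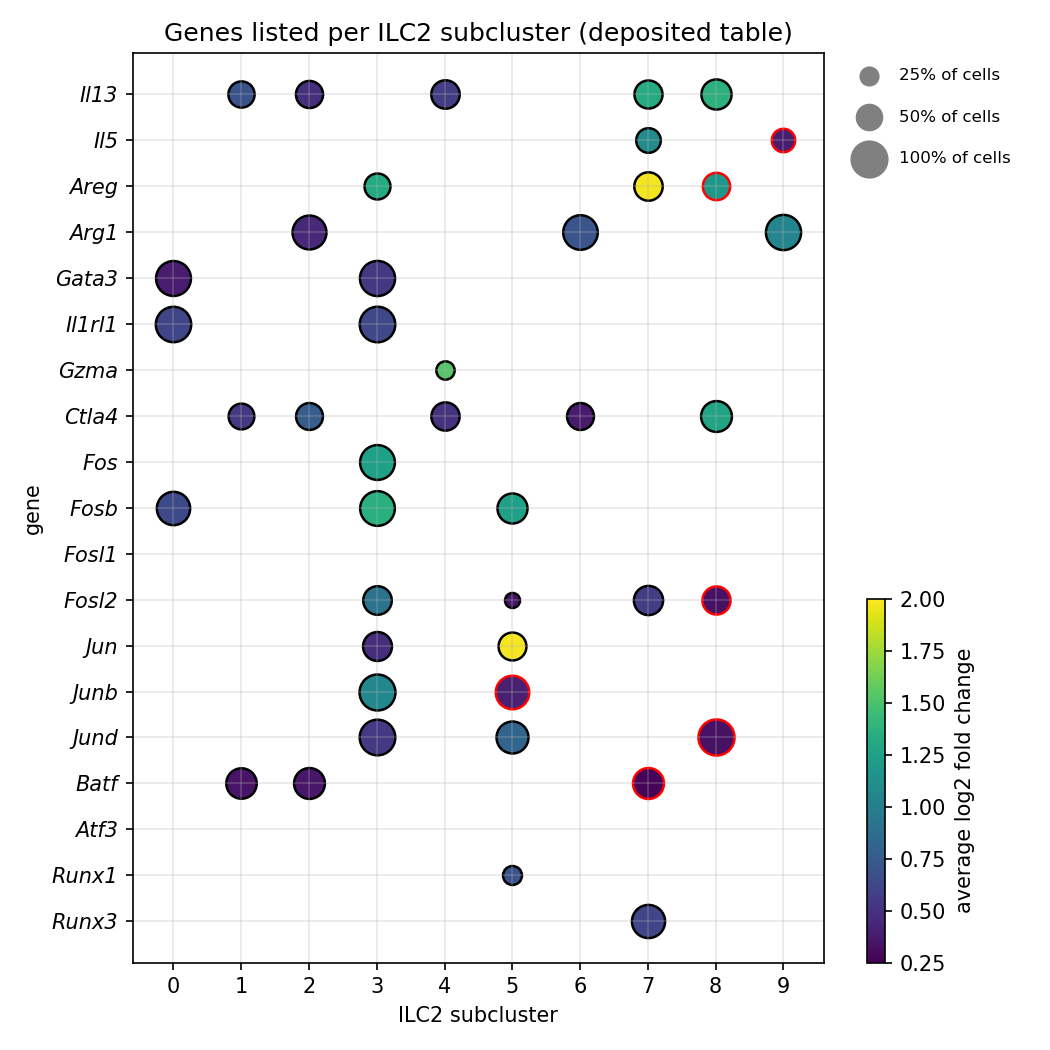
GATA3-related, AP-1 family and Runx genes in the authors' deposited ILC2 subcluster table; the x axis gives the subcluster and the y axis the gene, colour shows the average log2 fold change, area shows the share of the subcluster's cells with the gene, and a red outline marks an adjusted p-value of 0.05 or more. *Il13* was listed for 5 subclusters and *Gata3* for 2 others.

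The study also asked whether AP-1 family transcription factors run opposite to *Il13*. It described a negative relation for liver ILC2s that was weaker in lung ILC2s. From knockdowns in liver ILC2s it proposes that *Junb*, *Fos* and *Fosb* suppress *Il13* and that *Fosl2* increases it. It also cites a report that BATF induces IL-13 in ILC2s. Cells of both organs are pooled in the lists used here. Of 9 AP-1 family genes, 7 were listed, with 18 listings in all, while *Fosl1* and *Atf3* were listed for no subcluster. Subcluster 3 listed 6 of them, more than 99.9% of random lists. In the authors' deposited table its log2 fold changes were 1.36 for *Fosb*, 1.25 for *Fos*, 1.06 for *Junb*, 0.91 for *Fosl2*, 0.54 for *Jund* and 0.48 for *Jun*. Subcluster 5 listed 5, led by *Jun* at 1.98 in the authors' deposited table, and in all 5 the share of cells was below that of the other ILC2s. *Fosb* was also listed for subcluster 0, at 0.64 in the authors' deposited table. *Batf* was listed for subclusters 1, 2 and 7, at 0.34, 0.36 and 0.27 in the authors' deposited table, all of which listed *Il13*. *Fosl2* was listed for subclusters 7 and 8 and *Jund* for subcluster 8.

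In the 5 subclusters that listed *Il13* there were 6 of the 18 AP-1 family listings, against a median of 8 in random lists (95% of them from 4 to 13). As few were found in 20.1% of random lists, so the family as a whole was not set apart from *Il13* in these lists pooled over liver and lung. This depended on *Batf*: without it 3 of 15 listings remained with *Il13*, which 4.92% of random lists reached. For *Fos*, *Fosb*, *Jun*, *Junb* and *Jund* alone, 1 of 11 listings was in such a subcluster, which 3.57% of random lists reached. Among listings of the full list with an adjusted p-value under 0.05, 3 of 14 were in such a subcluster, which 5.85% of random lists reached. With random lists from all listed genes the full list was at 80.9%. Those lists were not matched on how many subclusters listed each gene, and their median was 5 against 8. Their percentile therefore also reflects how often AP-1 family genes were listed and does not test separation from *Il13*. *Runx1* was listed for subcluster 5 at 0.70 and *Runx3* for subcluster 7 at 0.62 in the authors' deposited table.

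Beyond these genes, 5 of 80 tested pairs of a gene list and a subcluster exceeded 99% of random lists. Besides the AP-1 family in subcluster 3, these were 10 interferon response genes in subcluster 8, 9 proliferation genes in subcluster 4, and 7 ILC2 core genes and 8 dissociation stress genes in subcluster 3. The last had 99.3% of random lists below it. Among the interferon genes of subcluster 8, the authors' deposited table gave log2 fold changes of 1.89 for *Ly6a* and 1.61 for *Igtp*. For subcluster 4 the authors' deposited table gave 2.34 for *Stmn1*, 1.48 for *Pclaf* and 1.13 for *Top2a*. For the stress genes of subcluster 3, *Klf6* was highest at 0.86 in the authors' deposited table, and *Egr1* and *Nr4a1* followed at 0.71 each. No subcluster passed for the GATA3-related, T cell or NK cell and ILC1 lists. The Runx, B cell and myeloid lists had under 3 listed genes, and the hepatocyte and lung epithelium lists had 0 in both tables.

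Among the genes with the largest log2 fold changes in the authors' deposited table were *Nrgn* at 1.38, *Stab2* and *Prnp* for subcluster 0, *Itgb1* at 1.57, *Ass1* and *Pycard* for subcluster 1, and *Ctla4* at 0.76, *Plac8* and *Hspa1a* for subcluster 2. Subcluster 3 was led by *Calca* at 2.03, *Cxcl2* and *Hs3st1*, and subcluster 4 by *Stmn1*, *Ccl5* at 1.79 and *Nkg7* at 1.77 in the authors' deposited table. The authors' deposited table gave *Ms4a4b* at 3.72, *Txk* and *Trdc* at 2.52 for subcluster 5, and *Serpinb6a* at 0.73, *Tox2* and *Plac8* for subcluster 6. These genes included *Fcer1g* at 2.13, *Tyrobp* at 2.04 and *Areg* for subcluster 7, *Ly6a* and *Gbp4* at 1.69 for subcluster 8, and *Pcsk1* at 1.36, *Il1r2* and *Arg1* for subcluster 9 in the authors' deposited table. The lists of subclusters 2 and 6 shared 104 genes, 79.4% of the shorter list.

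Among all sorted cells, *Il1rl1* was the leading gene of ILC2, with a log2 fold change of 2.11 in the authors' deposited table. *Il13* was listed there for ILC2 at 0.39 and for Basophil at 1.07, with 84.8% of basophils against 22.7% of other cells in the authors' deposited table. *Gata3* was listed for ILC2 at 1.28 and for gdT_TypeII at 0.42 in the authors' deposited table, and *Il5* and *Arg1* for ILC2 alone. The largest log2 fold changes in the authors' deposited table were 7.36 for *Igkc* in Plasma cell and 7.19 for *Ccl3* in Basophil, and *Igkc* was also the leading gene of ILC2_2 at 4.40. The leading genes of the remaining types in the authors' deposited table ranged from *Csf2* at 0.53 in gdT_TypeII to *Ifitm3* at 4.45 in Endothelium cell. Shares of cells in this table are not on the scale of the ILC2 subcluster table: *Cd3e*, chosen after its values were seen, was found in 83.5% of all sorted cells here and in 5.76% of ILC2s there.

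To ask whether a subcluster shared its genes with a cell type set aside by the study, lists were compared over the 820 genes of both tables. Of 210 pairs, 60 shared more genes than 99% of random lists, where 2.10 would be expected by chance. Subclusters 0, 3 and 9 shared most with ILC2, which was not set aside, with 63 of 88, 72 of 122 and 30 of 66 genes. Of the 27 genes of gdT_TypeII compared, 26 were listed for subcluster 3 and 17 for subcluster 0, against random medians of 5 and 3. With a log2 fold change of at least 0.5 only 1 gene of gdT_TypeII was left, too few to compare. The type gdT_TypeII listed *Gata3* and *Il1rl1* but none of *Cd3d*, *Cd3e*, *Cd3g* and *Trdc*. Subcluster 4 shared 325 of 451 with Prolifelation cell. Subcluster 5 shared 59 of 122 with ILC2_2 and 43 with gdT_TypeI, against random medians of 23 and 13; with a log2 fold change of at least 0.5 in both tables gdT_TypeI came first, with 21 genes against 13 for ILC2_2. Subcluster 1 shared 45 of 115 genes with gdT_TypeIII_ITGAE and subcluster 6 shared 37 of 75 with gdT_TypeIII_CD163l1, against random medians of 20 and 16. Subclusters 7 and 8 shared 53 of 166 and 36 of 113 genes with Basophil, against random medians of 27 and 19, but with a log2 fold change of at least 0.5 in both tables these fell to 16 and 12 genes, which exceeded 98.3% and 96.7% of random lists. With it, Macrophage (17 genes against a random median of 5) and MMP_LMPP (22 against 14) passed for subcluster 7, Treg (11 against 4) passed for subcluster 8, and subcluster 1 shared most with Basophil, with 20 genes against 9. Without it, subcluster 8 shared 38 genes with ILC1_ILC3, more than with Basophil, and subcluster 7 shared 67 with MMP_LMPP, which exceeded 93.7% of random lists. Every other overlap given here without that threshold exceeded more than 99% of random lists. For subcluster 2 no cell type passed 99% of random lists.

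In 1102 listings of the ILC2 subcluster table (29.4%) the gene was found in a smaller share of the cluster's cells than of the other cells, although its average was higher. Subcluster 5 held 978 of these among its 1000 listings (97.8%) and subcluster 0 held 109 of 300. In the cell type table the share was below in 719 listings. Among these were 113 of 198 for CD8_Naive, 111 of 149 for gdT_Naive, 106 of 200 for ILC2_2 and 100 of 131 for CD4. Treg had 77 of 150 and CD8_Effector 57 of 94.

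**Figure D3:**
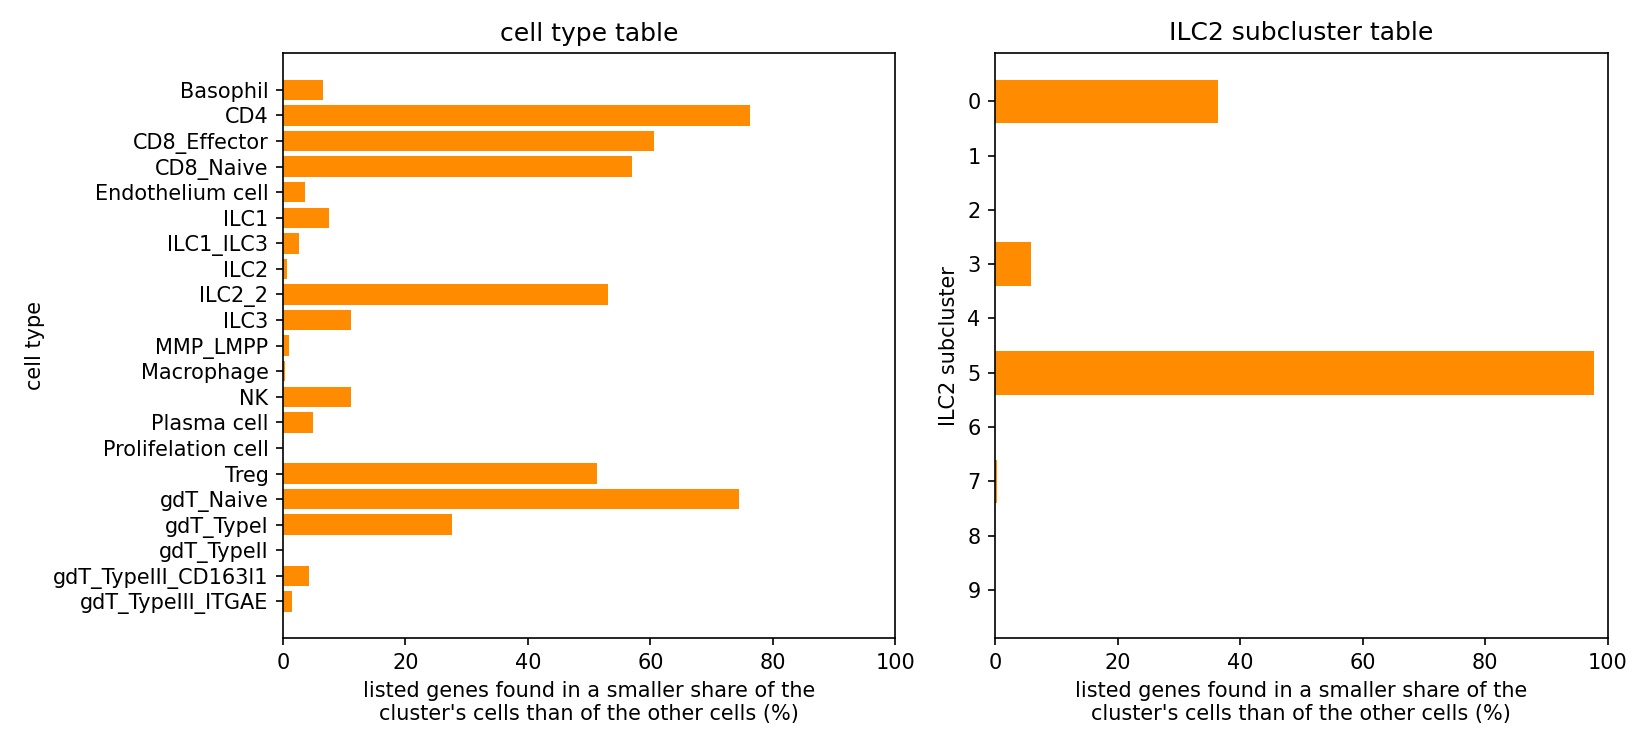
Percentage of each cluster's listed genes that were found in a smaller share of its cells than of the other cells, for the cell type table (left) and the ILC2 subcluster table (right). Subcluster 5 stands at 97.8% and subclusters 1, 2, 4, 6, 8 and 9 at 0.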

Values the study reported

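The study reported 31,186 single immune cells across the 4 groups, of which 14,026 ILC2s were reclustered into 10 clusters. It described ILC2s from rIL-33-treated liver as enriched in clusters 1, 2, 4, 6 and 8. It reported high *Il13* in clusters 1, 2, 4 and 7, high *Il5* in clusters 7 and 9, high *Areg* in clusters 3, 7 and 8, and high *Arg1* in clusters 2, 6 and 9.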

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

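Keeping only listings with a share of cells above that of the other cells, and leaving out subcluster 5 for the AP-1 family, were alternatives chosen after seeing the data; the others were chosen before the data were examined. No paired analysis was possible because each group held 1 library and the tables carried no value per library.

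With a log2 fold change of at least 0.5, the listings fell to 2666 in the cell type table and 1182 in the ILC2 subcluster table, the subclusters that list *Il5* and *Gata3* to 1 each, the overlaps past 99% of random lists to 34, and the fixed gene lists in ILC2 subclusters past that mark to 3. A share of cells at least 0.1 above the other cells left 2896 and 2107 listings, and 0 subclusters that list *Gata3* or *Il1rl1*, which most ILC2s have. An adjusted p under 0.05 left 1 subcluster that lists *Il5*. These follow from the construction of stricter thresholds. The listings of *Il13*, *Areg* and *Arg1* stayed within 1.5 times their number under each threshold.

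For the AP-1 family, as few listings with *Il13* were found in 4.92% of random lists without Batf and in 3.57% for only Fos, Fosb, Jun, Junb and Jund. Under the other alternatives it was above 5%, from 5.85% with an adjusted p under 0.05 to 80.9% with random lists from all listed genes. Random lists matched on the share of cells gave 68.8%, so the choice of random lists moved the percentile most. Both kinds of list were not matched on how many subclusters listed each gene, and had a median of 5 against 8. Their percentiles also reflect how often AP-1 family genes were listed, so they do not test separation from *Il13*. Leaving out subcluster 5 gave 27.2%.

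Of 93 solved sizes under other fits, 92 stayed within the 95% bootstrap interval and 1 moved, and the largest shift was 0.0428 percentage points. Depth per cell was unknown, and the smallest subclusters passed the adjusted p-value least often, with 39 of 199 genes in subcluster 9 and 93 of 253 in subcluster 8.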

Other observations

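The tests of low RNA content, of the kind of value in each table, of the tested features and of listings by share of cells were chosen only after the results were seen, as were the use of 20 markers and of the gdT_TypeI list below; the remaining tests were planned. No biological explanation was tested, since no value was split by organ or treatment.

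*Il13* was listed for subcluster 8 at a log2 fold change of 1.37 in the authors' deposited table, above its value in the other 4 subclusters. Subcluster 8 is absent from the *Il13*-high clusters quoted from the study above. It held 0.668% of the ILC2s and was the subcluster with 10 interferon response genes. *Ctla4* was listed for the 5 subclusters quoted above as enriched in rIL-33-treated liver, and 4 of them listed *Il13*. Another 6 genes had the listings of *Ctla4* and no other, named after their values were seen: *Impa2*, *Prelid1*, *Psmb8*, *Psmb9*, *Sec61b* and *Sec61g*.

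Subcluster 5 combined 2 patterns. In 97.8% of its listings the gene was found in fewer of its cells than of the other ILC2s, and ILC2_2, which shared the most genes with it (59), also had many such listings (53.0%). This did not single out ILC2_2. Such listings made up 76.3% for CD4, 74.5% for gdT_Naive, 60.6% for CD8_Effector, 57.1% for CD8_Naive and 51.3% for Treg. The rank of ILC2_2 by shared genes depends on the threshold. With a log2 fold change of at least 0.5 in both tables subcluster 5 shared 21 genes with gdT_TypeI and 13 with ILC2_2. It then shared 17 with gdT_Naive, 16 each with CD8_Effector and CD8_Naive, 15 with ILC1_ILC3 and 14 with ILC1. Low RNA content per cell is a candidate explanation, since scaling each cell to a common total raises the values of the genes that are detected; depth is not in the tables, so it stays open. The AP-1 family listings of this subcluster all belong to that pattern. The other 22 listings went the other way: 19 were in both tables with a share above the other cells, and 15 of these were listed for gdT_TypeI on the same criterion, against a random median of 1. On that criterion 11 were listed for CD8_Naive, 10 each for ILC1, NK and gdT_Naive, and 0 for ILC2_2. Of the 20 genes found in most gdT_TypeI cells, 14 were listed for subcluster 5, 8 of them with a share above the other cells. The first count was 12 for gdT_Naive, 11 each for ILC1 and CD8_Effector, and 4 for ILC2. The second was also 8 for CD8_Effector, 7 for gdT_Naive, 6 for CD8_Naive, 5 for ILC1 and 0 for ILC2. It therefore did not single out gdT_TypeI. These counts decide nothing by themselves, since the list of subcluster 5 is long and the type was chosen after its overlap was seen. *Cd3e* was found in 32.0% of its cells against 4.70% of the other ILC2s in the authors' deposited table, although the study describes excluding cells with *Cd3* genes. Cells of another type left among the ILC2s may be part of subcluster 5, which stays open. The planned T cell list, with 5 of 7 listed genes there, exceeded 91.9% of random lists, 94.5% with a log2 fold change of at least 0.5 and 80.3% with an adjusted p-value under 0.05. It exceeded 100% of random lists in both settings on the share of cells, with 3 genes at least 10 percentage points above the other cells and 4 genes above them by any amount. *Cd3d*, *Trbc2* and *Ccl5* were not listed for subcluster 5. *Cd3d* was on no subcluster list and may have been too rare or not tested. The others were not too rare. In the authors' deposited table *Trbc2* was found in 86.1% of the cells of subcluster 1 against 80.7% of the other ILC2s. For *Ccl5* these shares were 51.2% and 41.8%. Neither gene was therefore shown to be higher in subcluster 5. For these genes alone that goes against gdT_TypeI cells, where *Ccl5* was the leading gene. *Trbc1* was found in 45.0% of its cells against 81.0% of the other ILC2s and *Cd3g* in 39.5% against 32.6% in the authors' deposited table, where *Trbc1* had an adjusted p-value of 0.05 or more for it. All *Cd3* and *Trbc* genes here were chosen after their values were seen. The marker counts do not separate T cells from RNA of T cells or from doublets, for which no caller could be run on these tables.

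Both tables cannot hold the same kind of value for the same cells. If every cell outside ILC2 and ILC2_2 had a gene, its share among all cells could not exceed a ceiling set by its share among ILC2s, yet 62 of 820 genes were more than 1 percentage point above it. *Cd3e* was at 83.5% with a ceiling of 57.6%, *Nkg7* at 78.8% with 61.0% and *Tyrobp* at 63.7% with 56.6%. The comparison assumes that the ILC2s of the second table were drawn from these 2 types. With ILC2 alone, 57 genes were above the ceiling by that margin. Values corrected across libraries in the cell type table are a candidate explanation, and the 2000 features counted by its adjustment are a round number. Against it, the study describes a merged matrix and variable genes, which could give that number too, its methods name no correction across libraries, and no column states the assay. Whether the cell type table holds corrected values stays open.

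Subcluster 3, which listed most AP-1 family genes, also listed more dissociation stress genes than 99.3% of random lists, so cell dissociation is a candidate explanation for its AP-1 listings. The test does not separate this from activation in the animal, which induces the same early response genes. The study raised digestion stress itself. It pointed out that AP-1 family genes differed between control and rIL-33-treated liver ILC2s despite identical digestion, a comparison that the lists here cannot make. With a log2 fold change of at least 0.5 the stress list exceeded 90.6% of random lists in subcluster 3. Subclusters 1 and 7 listed 6 and 7 stress genes with none of *Fos*, *Fosb*, *Jun*, *Junb* or *Jund*, so stress genes and these AP-1 family genes were not always listed together. Subcluster 5 listed 7 stress genes with 5 AP-1 family genes. Its stress genes exceeded 72.5% of random lists, and 99.5% when only listings with a share of cells above the other cells were kept, where 3 stress genes remained and none of its AP-1 family genes.

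In lists pooled over liver and lung, the AP-1 family as a whole was not set apart from *Il13*. The relation that the study describes for liver ILC2s was not tested. Whether the threshold of the lists hides or makes a separation was not decided. As few co-listings were found in 6.84% of random lists at a log2 fold change of at least 0.5, in 5.85% with an adjusted p-value under 0.05 and in 31.8% with a share at least 10 percentage points higher, so 2 thresholds moved toward the edge of the random lists and the last toward the middle. *Fosl1* and *Atf3* were on no subcluster list. With a median ratio of adjusted to raw p-value of 14354, the adjustment counted about that many features, which need not all have been tested. *Fosl1* and *Atf3* may have been too rare or not tested, and the table does not tell.

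The solved sizes summed to 100.1% and 100.2%, with 95% bootstrap intervals that include the full table, which is what cells counted once in each table would give. ILC2 and ILC2_2 held 45.0% of the sorted cells and the other 19 types 55.1%, although sorting was for surface markers of ILC2s. The study describes most of the sorted cells as ILC2s, which these sizes do not show for the types with that name. The type named Plasma cell listed 10 of 11 B cell genes, among them *Ms4a1*, chosen after its values were seen, in 93.5% of its cells in the authors' deposited table. *Jchain* was not listed for any type and may not have been among the 2000 features that the adjustment counted.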
